A study of Homo sapiens with 16 samples.

How the data were processed

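Acetylation of histone H3 at lysine 27 (H3K27ac), a chromatin mark found at active enhancers and promoters, was measured by chromatin immunoprecipitation and sequencing (ChIP-seq) in macrophages derived from THP-1, a human monocytic leukaemia cell line. Per the labels, monocytes were exposed to 25 nM of the phorbol ester PMA for 24 h and rested for 72 h. They were then left untreated or given lipopolysaccharide (LPS, 10 ng/mL) together with interferon gamma (20 ng/mL). Cells were harvested at 0 h, every 0.5 h up to 2 h, and at 4 h, 6 h and 24 h, with 2 replicates each, giving 16 libraries. Crosslinking used 1% formaldehyde for 10 min, and each immunoprecipitation used 2.8 µg of chromatin and 4 µg of an antibody against H3K27ac. Samples were grouped by the minutes and the replicate number in their titles. The source label calls every sample resting, stimulated ones included, so it was not used for grouping.

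The authors deposited 1 table of 193852 genomic regions with a raw read count per region and library, per the file headers. All 16 count columns matched 1 sample each, and 0 count columns belonged to no sample. The aligner, the peak caller, the counting rule and the choice of regions are not given in the sources used here. The same table holds the authors' log2 fold change of each stimulated time point against 0 h and 1 adjusted p-value per region over the time course, per the file headers. The test behind them is not given in the sources used here. The authors also deposited 1 list of called peaks per library, and no list of peaks from pooled replicates was used here. Each list gives the authors' fold enrichment (a ratio) and −log10 q-value of every peak, in the standard peak layout without a header line. The lowest −log10 q in any list was 2.01. The table's transformed and clustered columns were not used here.

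An adjusted p-value was present for 89503 regions and missing for the other 104349. Of the regions with one, 83123 overlapped a peak call in at least 1 of the 16 lists and 6380 overlapped none. Of the regions without one, 0 overlapped a peak call. The regions with an adjusted p-value are called tested regions here, and the others untested regions. The tests were run on the tested regions. This choice was made after the table was examined and before any test was run, since the planned tests were written for peaks. Median width was 719 bp for tested and 488 bp for untested regions.

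The genome build is not given in the sources used here. On 16 of 24 chromosomes at least 1 region ended past the last gene of the GRCh38 gene table, so coordinates were not matched to that table and no gene names were assigned. For that reason the planned comparison of regions near transcription starts with distal regions, and the values at a list of genes fixed beforehand, were not analysed here. Coordinates are printed as in the authors' table, with starts counted from 1.

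Depth is the sum of counts over the table's regions, which is not the full depth of a library. It ranged from 43045360 to 84646134 per library, and from 39111668 to 79219486 in tested regions. The median count per tested region ranged from 121 to 265 between libraries. The 10 regions with the most counts held 0.932% to 1.48% of the counts in tested regions.

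Changes were tested with the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3 on the counts as deposited. Scaling used the trimmed mean of M-values (TMM), with the time point as the only factor and all 16 libraries sharing 1 estimate of the spread. The function filterByExpr removed 0 tested regions. P-values were adjusted by the Benjamini-Hochberg method within each comparison. A region was called changed at an adjusted p below 0.05 and a log2 fold change of at least 1 in size. In the test over all time points, the fold change was taken at the time furthest from 0 h. Standard errors of log2 fold changes were derived from the F statistic. CPM values (counts scaled to a common library total) use TMM-scaled library sizes over tested regions.

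The tests, the alternatives and the rule for naming regions were fixed before the data were examined, except where stated. The rule takes regions called over the time course, with mean log2 CPM at or above the median and both replicates at the furthest time on the same side of both 0 h replicates. Among them the 5 with the highest and the 5 with the lowest log2 fold change were named. Since the files pair no gene names with the regions, 2 of each are printed in full and the other 6 are summarised.

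Peak lists were compared with bedtools 2.31.1. Similarity was the Jaccard index, the bases shared by 2 lists over the bases covered by either. The 8 replicate 2 lists were permuted over the 8 replicate 1 lists in every possible way, which gave 40320 pairings. Regions called at only 1 end of the time course were counted after merging the 0 h and 24 h lists, with 1 bp of overlap counting as shared.

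Alternatives fixed beforehand were median-of-ratios (RLE) scaling, library sizes alone, limma-voom 3.58.1 with quantile normalization, DESeq2 1.42.0, no filter on low counts, and the replicate number as a block. The others were no fold change cutoff, an adjusted p below 0.01, fits to the compared libraries alone, each library left out in turn, peaks with −log10 q of at least 5, and a reciprocal overlap of 50%. Where a left-out library leaves 1 at its time point, the lone library is assumed to vary like the other time points. Another 4 alternatives were chosen after the data were seen: all regions of the table, only tested regions overlapping a peak call, a loess correction on mean count, and TMM factors taken from the untested regions.

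The tests were tried on simulated counts for the 89503 tested regions, drawn from the real means, library sizes and spread with 200 regions changed at 24 h. In the comparison of 24 h with 0 h, edgeR recovered 98% of the 100 regions changed by 1.5 on the log2 scale and 100% of the 100 changed by 3, with 1 false call. The limma-voom fit recovered 99% of each size. DESeq2, run on 10000 of these regions, recovered 98% and 100%. The changed regions were few and split evenly between raised and lowered. This trial therefore does not bear on scaling where many regions change, as in the real data. Simulated libraries with no change served as the level of calls that independent noise per region and shared 0 h libraries give. They held no effect shared by many regions of a library, so 0 calls in them do not exclude such effects. With 2 replicates per time point, a test for outlying samples within a group was not possible.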

Results

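The series followed H3K27ac, as a measure of enhancer activity, through the response of THP-1-derived macrophages to LPS, a component of bacterial cell walls, and interferon gamma, a cytokine that activates macrophages. Untreated cells (0 h) and cells harvested every 0.5 h up to 2 h and at 4 h, 6 h and 24 h after stimulation were each represented by 2 replicate libraries. Untreated cells were sampled at 0 h alone, so stimulation and time in culture were not separated. The counts over the 193852 regions of the table summed to 49035420 and 64728120 for the replicates at 0 h, 66993281 and 56865985 at 0.5 h, 43045360 and 51765958 at 1 h, and 54843417 and 59260783 at 1.5 h. They summed to 48219049 and 62443407 at 2 h, 52593669 and 70481360 at 4 h, 62810377 and 70918290 at 6 h, and 68678581 and 84646134 at 24 h. The deepest library thus had 1.97 times the counts of the shallowest.

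Replicates were compared over the 89503 tested regions. Across these regions, which are not independent of each other, Pearson's r of log2 CPM between replicates of a time point ranged from 0.983 to 0.991. Their counts still differed by more than sampling noise at every time point, with a chi-square per degree of freedom from 2.86 at 1.5 h to 9.92 at 6 h. No pair was thus a copy of one library, and each library was counted as a replicate, as the labels number them. Whether replicates came from separate cultures is not given in the sources used here. The biological coefficient of variation over all libraries was 9.86%.

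The lists of called peaks held 53948 to 83200 peaks per library and covered 31.5 to 55.2 Mb. By time point, the mean number of peaks ranged from 58768 ± 6816 (SD, n = 2) at 1 h to 78008 ± 7343 (SD, n = 2) at 4 h. The number of peaks rose with depth across the 16 libraries (Pearson's r = 0.817, permutation p = 0.0001; Spearman's rho = 0.853, permutation p = 8e-05, both two-sided). Without the 2 libraries furthest from the median depth, r was 0.801. The deeper replicate had more peaks in 7 of 8 time points, which an exact two-sided binomial test did not separate from chance (p = 0.0703). For peaks with −log10 q of at least 5, r was 0.819. No difference in peak number between time points was tested apart from depth.

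To ask whether libraries of one time point called the same regions, each replicate 1 list was compared with each replicate 2 list. The mean Jaccard index was 0.725 ± 0.026 (SD, n = 8 pairs) within time points and 0.613 ± 0.0528 (SD, n = 56 pairs) between different time points. The difference of 0.112 was larger than in any other pairing of the lists (exact one-sided permutation p = 2.5e-05, the smallest these pairings can give). For 7 of the 8 replicate 1 lists, the most similar replicate 2 list was that of the same time point. At 4 h the replicate 2 list of 6 h was closer. The index was 0.732 between the 0 h replicates and 0.772 between the 24 h replicates, against a mean of 0.548 between 0 h and 24 h lists. The requirement that moved this difference most was a reciprocal overlap of 50%, which gave 0.133. That value is a different measure, since it takes shared peaks over all peaks of 2 lists and not bases.

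**Figure D1:**
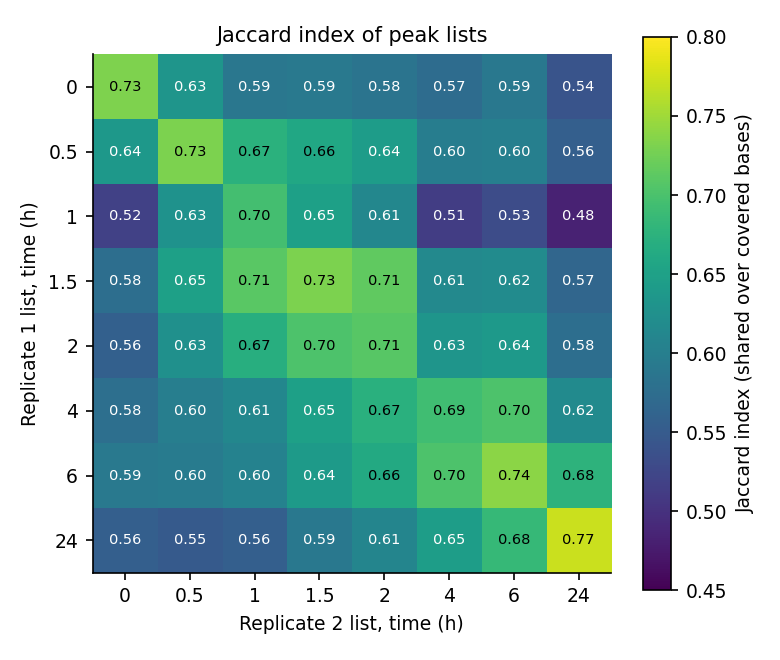
Jaccard index of each replicate 1 peak list (rows, time in h) with each replicate 2 list (columns, time in h), as shared over covered bases. The mean was 0.725 for lists of one time point, on the diagonal, and 0.613 for lists of different time points.

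The first comparison asked which regions changed at any time after stimulation. Of the 89503 tested regions, 46358 (51.8%) were called changed over the time course. At their furthest point, 24544 were higher and 21814 were lower than at 0 h. This split rested on scaling. With library sizes alone 22435 were higher and 26470 lower, and with factors from the untested regions 34350 were higher and 20295 lower. Simulated unchanged libraries gave 0 calls over the time course among 89503 regions. The fold change cutoff affected the count most: at an adjusted p below 0.05 alone, edgeR's quasi-likelihood F-test called 81832 regions.

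Each stimulated time point was then compared with untreated cells. At 0.5 h, 8900 regions were changed, 5638 higher and 3262 lower. The number was 17185 at 1 h (9003 higher, 8182 lower), 18962 at 1.5 h (11131 higher, 7831 lower) and 21315 at 2 h (12840 higher, 8475 lower). It was 20784 at 4 h (13735 higher, 7049 lower) and 20729 at 6 h (12550 higher, 8179 lower). The highest number was at 24 h, where 31745 regions (35.5% of those tested) were changed, 15820 higher and 15925 lower.

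The balance of higher and lower calls rested on how libraries were scaled. With factors from the untested regions instead of the tested ones, the median log2 fold change of tested regions shifted by 0.67 at 24 h, where 32051 regions were higher and 5911 lower. At 0.5 h it shifted by -0.27, and 3131 regions were higher and 8039 lower. At 1, 1.5 and 2 h lower calls also outnumbered higher calls under that scaling, with 13667 lower and 6012 higher at 1 h. At 4 and 6 h higher calls outnumbered lower calls under both scalings. Of the 15925 regions lower at 24 h, 5911 were also called lower with factors from the untested regions, and of the 5638 regions higher at 0.5 h, 3131 were also called higher. Calls in the direction of the shift are kept by construction.

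**Figure D2:**
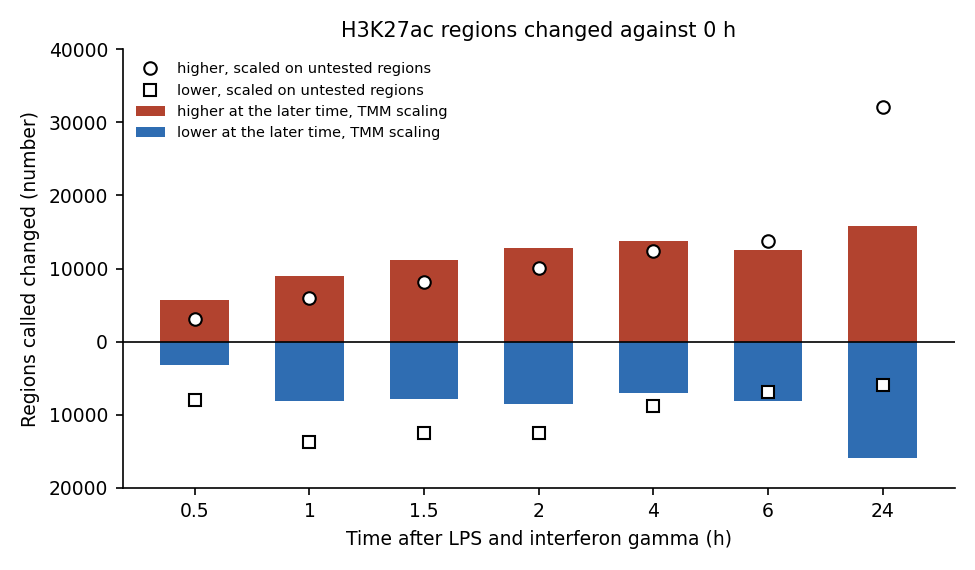
Number of regions called higher (bars upward) and lower (bars downward) than at 0 h at each time (h) under TMM scaling of tested regions, with circles and squares for the numbers higher and lower when libraries were scaled on untested regions. At 24 h the bars stand at 15820 and 15925 regions, and the markers at 32051 and 5911.

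Consecutive stimulated time points were compared to ask when regions changed. Between 0.5 and 1 h, 1904 regions changed (1348 higher at the later time, 556 lower). The number was 739 between 1 and 1.5 h (681 higher, 58 lower), 248 between 1.5 and 2 h (244 higher, 4 lower) and 2635 between 2 and 4 h (1590 higher, 1045 lower). Between 4 and 6 h it was 177 (43 higher, 134 lower), and between 6 and 24 h, the longest interval, it was 8895 (3247 higher, 5648 lower). The intervals differ in length, so these are not rates. Simulated unchanged libraries, with independent noise per region, gave 0 calls in each interval. The 3 smallest of these counts moved with single libraries. Without replicate 2 of 1 h, 1427 regions changed between 1 and 1.5 h. Between 1.5 and 2 h, 50 regions changed without replicate 1 of 2 h, 683 without replicate 2 of 2 h and 165 without replicate 1 of 1.5 h. Between 4 and 6 h, the count was 75 without replicate 1 of 6 h, 1216 without replicate 2 of 6 h and 104 without replicate 2 of 4 h. The direction also depended on scaling in some intervals. With factors from the untested regions, 203 regions were higher and 35 lower between 4 and 6 h, and 17805 were higher and 642 lower between 6 and 24 h. From 4 to 6 h these factors, relative to TMM, fell in replicate 1 (1.16 to 0.824) and rose in replicate 2 (0.947 to 1.04). The shift in that interval thus depends on the replicates compared. Without replicate 2 of 6 h, 4104 regions were higher and 4261 lower between 6 and 24 h. With library sizes alone, 751 regions were higher and 1416 lower between 0.5 and 1 h.

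**Figure D3:**
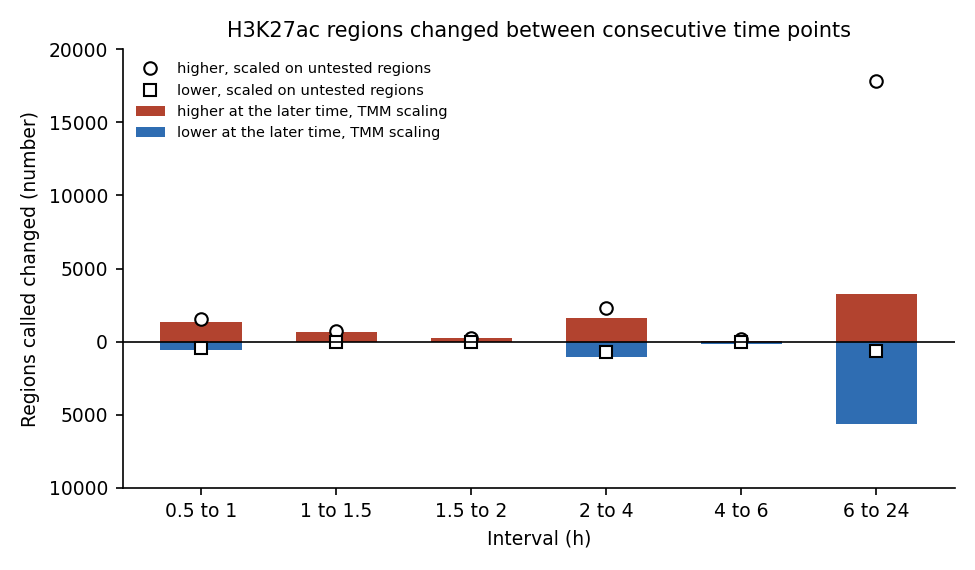
Number of regions called higher (bars upward) and lower (bars downward) at the later of 2 consecutive time points (h) under TMM scaling of tested regions, with circles and squares for the numbers higher and lower when scaled on untested regions. The 6 to 24 h interval has 8895 changed regions, with 3247 higher and 5648 lower, and 17805 higher and 642 lower under the other scaling.

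The time at which a called region was furthest from 0 h was most often 24 h. This was so for 10351 of the raised regions (42.2%) and 13454 of the lowered regions (61.7%). For raised regions the next most common time was 4 h (4281 regions, 17.4%), and for lowered regions it was 1 h (2890 regions, 13.2%). With factors from the untested regions, 82.3% of raised and 15.4% of lowered regions were furthest from 0 h at 24 h.

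**Figure D4:**
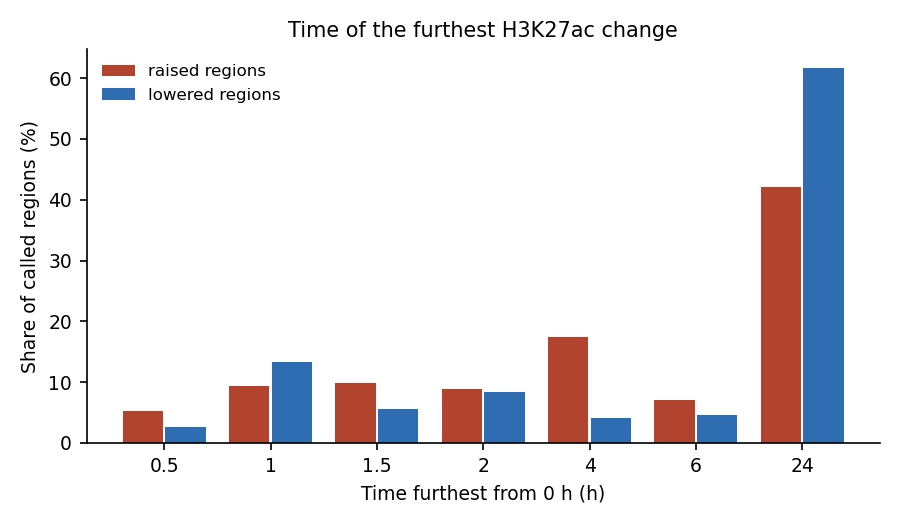
Share (%) of the 24544 raised and 21814 lowered regions by the time (h) at which their fold change against 0 h was furthest from 0, under TMM scaling. At 24 h the shares were 42.2% of raised and 61.7% of lowered regions.

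Some regions were called at every stimulated time point: 2095 were higher and 968 lower at all 7 times. The simulated unchanged libraries gave 0 of each. Of the 5638 regions higher at 0.5 h, 3065 were also higher at 24 h and 206 were lower. Of the 3262 regions lower at 0.5 h, 1518 were also lower at 24 h and 76 were higher. With factors from the untested regions, 12 of the 3131 regions then higher at 0.5 h were lower at 24 h, and 997 of the 8039 then lower were higher. Across regions, which are not independent replicates, the log2 changes at 0.5 h and 24 h had r = 0.45, and those at 6 h and 24 h had r = 0.864. Simulated unchanged libraries gave r = 0.51 and 0.505, because their changes are noise that shares the 0 h libraries. That level holds for noise alone, so the observed values cannot be judged against it. Of the 12550 regions higher at 6 h than at 0 h, 888 fell between 6 and 24 h and 892 rose further. Of the 8179 regions lower at 6 h, 141 rose and 961 fell further. The simulated libraries gave 0 of each of these combinations. The 141 became 358 without replicate 2 of 6 h. These 4 counts also rested on scaling. With factors from the untested regions, 165 regions rose by 6 h and then fell and 4224 rose further, while 656 fell by 6 h and then rose and 77 fell further.

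**Figure D5:**
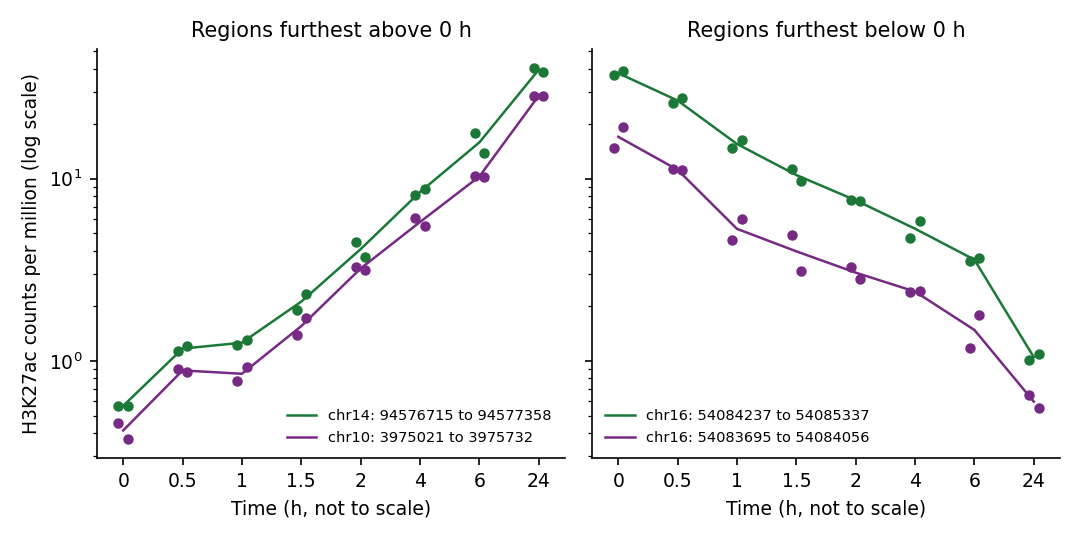
H3K27ac signal in CPM (log axis) by time (h, categories not to scale) in the 2 named regions with the highest and the 2 with the lowest log2 fold change; points are single libraries and lines join the means of 2 replicates. All 4 regions were furthest from 0 h at 24 h, by 6.12 and 6.11 (raised) and by -5.17 and -4.83 (lowered) on the log2 scale.

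The naming rule was met by 20922 regions, and all 10 regions it named were furthest from 0 h at 24 h. The region with the highest fold change, RR_peak_57563, lies on chromosome 14 from 94576715 to 94577358. It rose from 0.567 ± 0.00209 CPM at 0 h (SD, n = 2) to 39.5 ± 1.36 CPM at 24 h (SD, n = 2), a log2 fold change of 6.12 (SE 0.179). The adjusted p of edgeR's quasi-likelihood F-test was 3.4e-23 over the time course. Its counts were 26 and 35 at 0 h and 2318 and 2741 at 24 h. It stood at 1.04 on the log2 scale above 0 h at 0.5 h and at 2.84 at 2 h. RR_peak_21652, on chromosome 10 from 3975021 to 3975732, rose from 0.415 ± 0.0618 to 28.4 ± 0.0241 CPM (SD, n = 2 each), a log2 fold change of 6.11 (SE 0.18, edgeR adjusted p 4.4e-23). The other 3 raised regions had log2 fold changes from 5.95 to 6.10. The gap between 6.12 and 6.11 is within the standard errors, and the order of the raised regions changed under some alternatives. Under limma-voom RR_peak_150353 was highest, at 5.47 against 5.44 for RR_peak_57563. Under the loess correction RR_peak_21652 was highest, at 6.24 against 6.20 for RR_peak_57563. With RLE scaling, library sizes alone and DESeq2, RR_peak_57563 stayed highest.

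The lowest fold change was that of RR_peak_67660, on chromosome 16 from 54084237 to 54085337. Its signal went from 37.8 ± 1.15 CPM at 0 h to 1.05 ± 0.0497 CPM at 24 h (SD, n = 2 each), a log2 fold change of -5.17 (SE 0.147, edgeR adjusted p 8.9e-22). RR_peak_67659, from 54083695 to 54084056, lies next to it on chromosome 16, so the 2 regions are not independent. It went from 16.9 ± 3.17 to 0.597 ± 0.0689 CPM (SD, n = 2 each), a log2 fold change of -4.83 (SE 0.226, edgeR adjusted p 8e-18). The other 3 lowered regions had log2 fold changes from -4.72 to -4.52. What is annotated at these positions was not analysed here, since the build of the coordinates is not given in the sources used here.

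The peak lists allowed a count of regions called at only 1 end of the time course. Of 95032 merged regions, 13648 (14.4%) were called in both 24 h replicates and in neither 0 h replicate. In the other direction, 7521 (7.91%) were called in both 0 h replicates and in neither 24 h replicate. With the replicate numbers in place of the times, 210 regions were called in both replicate 1 lists alone and 1014 in both replicate 2 lists alone. The 24 h libraries were deeper than the 0 h libraries, and depth and time were not separated in these 2 counts. Requiring 50% reciprocal overlap gave 12922 for the second count. That rule counts replicate 1 peaks and not merged regions, and by construction it treats a 0 h peak with a smaller overlap as absent at 24 h. Without replicate 1 of 24 h the first count was 21097, and without replicate 1 of 0 h the second was 15206.

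The fits were set beside the authors' deposited table, whose log2 fold changes at 24 h had r = 1.00 across the 89503 regions with those fitted here, with a median absolute difference of 0.02. In the authors' deposited table, 43446 regions had an adjusted p below 0.01 and a log2 fold change above 1 in size. Of these, 43445 were also called over the time course here, 43431 of them with the same sign at the furthest time. Another 2913 regions were called here and not by these cutoffs on the authors' deposited table.

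The share of counts outside the tested regions was also computed. At 0 h the untested regions, none of which overlapped a peak call, held 8.68% ± 0.488 of a library's counts (SD, n = 2). The share was 9.59% ± 0.167 at 0.5 h, 8.75% ± 0.546 at 1 h, 9.34% ± 0.148 at 1.5 h, 9.22% ± 0.0091 at 2 h and 9.40% ± 0.742 at 4 h (SD, n = 2 each). It was 8.10% ± 1.46 at 6 h and 6.19% ± 0.31 at 24 h (SD, n = 2 each). Both 24 h libraries, at 5.97% and 6.41%, lay below all 14 other libraries, which ranged from 7.06% to 9.93%.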

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

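The tests of scaling on the consecutive intervals, the test of enrichment on untested regions and the count of shared regions as the test of scaling on changes of direction, were chosen after the counts had been seen. The other tests in this part were fixed before their results were seen.

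Regions outside the tested set changed as well. Of 104297 untested regions that passed the filter on low counts, 27275 (26.2%) were called changed over the time course when all regions of the table were fitted together, 12295 raised and 14980 lowered. These regions overlapped no peak call in any library and enter the counts of changed regions only in the alternative with all regions of the table. Counting noise at low counts was tested with simulated unchanged libraries, which gave 0 calls among these regions. Library scaling alone would move them all one way. With libraries scaled on the untested regions themselves, 14224 were raised and 9255 lowered, so scaling does not account for the calls in both directions, although it moved the balance. A difference in enrichment between libraries stays open. It would move regions of one signal level alike, and with counts per kb split into 10 equal classes the rarer direction held between 11.8% and 49.3% of calls at 24 h under that scaling. The lowest share was in the class with the most counts per kb, 2943 higher and 395 lower, and local background was not measured. Spill of reads from neighbouring tested regions was tested by distance. Called regions lay within 2 kb of a tested region more often than the other untested regions (19.0% against 10.3%), so spill may contribute near peaks, but 62.7% of called regions, against 75.3% of the others, lay over 5 kb from any tested region, which argues against spill from close by as the cause of all calls. Their counts were low, with a median of 40 per library against 168 for called tested regions. Mappability and base composition were not tested. A response to stimulation at weakly acetylated regions below the authors' peak threshold remains open as a hypothesis.

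A change of direction between time points was seen in 702 regions, which were called higher than 0 h at one time and lower at another. Of these, 430 were higher first and 272 lower first, an order that rests on scaling: with factors from the untested regions, 40 were higher first and 2048 lower first. Independent noise per region with shared 0 h libraries gave 0 such regions in simulated unchanged data. Library scaling was examined with factors from the untested regions. Under them 310 of the 702 were still called both ways, and the number of such regions was 2088. These factors lower the early times (median shift -0.27 at 0.5 h) and raise 24 h (0.67). Regions lower first and higher later are thus favoured by construction, and their being kept is no test of scaling. After a loess correction on mean count 444 of the 702 were called both ways. The 310 were not split by order, and at most 40 regions were higher first under the factors from the untested regions. Scaling as the cause therefore stays open for the 310, and the others of the 702 depend on it. A response of both signs over time also stays open, as a hypothesis.

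Acetylation differed between consecutive time points by direct tests: 1904 regions changed between 0.5 and 1 h, 739 between 1 and 1.5 h, 248 between 1.5 and 2 h, 2635 between 2 and 4 h, 177 between 4 and 6 h and 8895 between 6 and 24 h. Untreated cells were sampled at 0 h alone, so stimulation and time in culture were not separated. Independent noise per region at 2 replicates gave 0 calls in each interval in simulated unchanged libraries. Effects that many regions of a library share were not simulated, so these 0 calls do not bear on them. A wrong scaling factor moves all regions one way, so calls in the rarer direction at an adjusted p below 0.05 alone were counted under 6 scalings, with the 5% of false calls allowed as the limit. Their fewest were 3390 between 0.5 and 1 h, 198 between 1 and 1.5 h, 2849 between 2 and 4 h, 96 between 4 and 6 h and 3031 between 6 and 24 h. With at least 6.03% of calls in the rarer direction under each scaling, these values argue against scaling as the cause of all changes in these 5 intervals. Between 1.5 and 2 h this limit was met under 5 of the 6 scalings and not with factors from the untested regions, under which 6 of 540 calls went the rarer way. Under TMM 723 of 3109 went the rarer way, but TMM centres the changes and is itself the scaling in question. This test therefore does not exclude scaling as the cause in that interval. Of the 248 calls with the fold change cutoff, 93.1% were made again with factors from the untested regions, which moved these calls little. Without the cutoff, the calls in this interval fell from 3109 under TMM to 540 under those factors.

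How many regions pass the fold change cutoff, and which direction prevails, still rests on scaling in some intervals. Between 0.5 and 1 h, 751 regions were higher and 1416 lower under library sizes alone, against 1348 and 556 under TMM. With factors from the untested regions, 78 of the 177 calls between 4 and 6 h (44.1%) and 3889 of the 8895 between 6 and 24 h (43.7%) were made again, and the others no longer passed the cutoffs. Relative to TMM, these factors differed between replicates at 4 h (1.16 and 0.947) and at 6 h (0.824 and 1.04). Between 4 and 6 h, the count was also 75 without replicate 1 of 6 h, 1216 without replicate 2 of 6 h and 104 without replicate 2 of 4 h. Which direction prevailed between 6 and 24 h cannot be told apart from scaling. Under TMM 36.5% of calls were higher, and with factors from the untested regions 96.5% were. The labels name no spike-in or other outside reference that would settle the scaling. A difference in enrichment between libraries was not tested for these intervals.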

How the results depend on the processing

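The 4 alternatives chosen after the data were seen are all regions of the table, only tested regions overlapping a peak call, the loess correction and the factors from untested regions. Over the 17 comparisons, 222 of 257 alternative values that could move a result stayed within 1.5 times the main count or, for the similarity of peak lists, at a permutation p below 0.05. The log2 fold changes of the 10 named regions kept their sign and their call in all 130 alternative values that change the fit or leave out a 0 h or 24 h library. They ranged from 5.24 to 6.79 for raised and from -5.38 to -3.86 for lowered regions.

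Without a fold change cutoff, by construction, every count rose: to 81832 over the time course, to 38126, 48772, 50698, 52732, 52519, 51474 and 62038 at 0.5 h, 1 h, 1.5 h, 2 h, 4 h, 6 h and 24 h against 0 h, and to 23880, 10827, 3109, 21659, 5787 and 41051 in the consecutive intervals from 0.5 h on. An adjusted p below 0.01, stricter by construction, gave 164 regions between 1.5 and 2 h and 107 between 4 and 6 h. With all regions of the table the counts were 74748 over the time course, 53703 at 24 h and 20888 between 6 and 24 h. There are more regions to call in this fit, and its factors also moved the median of tested regions by 0.31 at 24 h and 0.28 from 6 to 24 h. At 24 h it called 22002 tested regions higher and 10158 lower, and over the time course 47473 tested regions.

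For the other changes, except with a reciprocal overlap, the cause was not tested. DESeq2 called 128 regions between 1.5 and 2 h and 56 between 4 and 6 h. Library sizes alone gave 1158 between 1 and 1.5 h and 299 between 4 and 6 h. The limma-voom fit with quantile normalization gave 4646 between 6 and 24 h, and factors from untested regions gave 18447. A reciprocal overlap of 50% gave 12922 for the count called only at 0 h, in replicate 1 peaks and not merged regions. By construction, a 0 h peak with a smaller overlap then counts as absent at 24 h.

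Leaving out 1 library moved 5 counts of the 17 comparisons past 1.5 times. They ranged from 652 (without replicate 1 of 1 h) to 1427 (without replicate 2 of 1 h) between 1 and 1.5 h, from 50 (without replicate 1 of 2 h) to 683 (without replicate 2 of 2 h) between 1.5 and 2 h, and from 75 (without replicate 1 of 6 h) to 1216 (without replicate 2 of 6 h) between 4 and 6 h. Regions called only at 24 h ranged from 14966 to 21097 (without replicate 1 of 24 h), and regions called only at 0 h from 8806 to 15206 (without replicate 1 of 0 h). By construction, fewer lists are then required to call a region or to lack it. Of the call patterns, the 141 regions lower at 6 h and then higher became 358 without replicate 2 of 6 h. The other counts over the time course, against 0 h and between consecutive times stayed within 1.5 times when a library was left out.

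The split of higher and lower calls moved by over 10 percentage points under several scalings. Factors from untested regions gave 3131 higher and 8039 lower at 0.5 h (main 5638 and 3262), 6012 and 13667 at 1 h (9003 and 8182), 8102 and 12555 at 1.5 h (11131 and 7831), 10013 and 12478 at 2 h (12840 and 8475) and 32051 and 5911 at 24 h (15820 and 15925). In the intervals they gave 2294 and 740 from 2 to 4 h (1590 and 1045), 203 and 35 from 4 to 6 h (43 and 134) and 17805 and 642 from 6 to 24 h (3247 and 5648). These factors shifted the median log2 fold change by -0.27, -0.24, -0.21 and -0.18 at 0.5, 1, 1.5 and 2 h, by 0.67 at 24 h, and by 0.17 and 0.58 in the last 2 intervals. Relative to TMM they also differed between replicates, most at 1, 4 and 6 h. Library sizes alone gave 7166 and 10997 at 1 h, 12491 and 20847 at 24 h, 751 and 1416 from 0.5 to 1 h (1348 and 556), 2212 and 755 from 2 to 4 h, 20 and 279 from 4 to 6 h, and 1816 and 9429 from 6 to 24 h. The median shifted by -0.14 at 1 h, -0.21 at 24 h, -0.14 from 0.5 to 1 h, 0.10 from 1 to 1.5 h and -0.18 from 6 to 24 h. Quantile normalization gave 11177 and 9231 at 4 h (13735 and 7049), 540 and 123 from 1 to 1.5 h (681 and 58), 142 and 118 from 4 to 6 h, and 2786 and 1860 from 6 to 24 h. The loess correction gave 71 and 62 from 4 to 6 h and 3848 and 3531 from 6 to 24 h. All regions of the table gave 6121 and 5891 at 0.5 h, and 107 and 157 from 4 to 6 h, with untested regions included. Among the tested regions of that fit the prevailing direction was reversed in several comparisons besides 24 h. They gave 4142 and 5240 at 0.5 h, 7414 and 10559 at 1 h, and 9448 and 10067 at 1.5 h. They gave 91 and 69 from 4 to 6 h, and 7686 and 2223 from 6 to 24 h. In the remaining comparisons it stayed the same. The factors of that fit shifted the median of tested regions by -0.14, -0.12 and -0.11 at 0.5, 1 and 1.5 h. DESeq2 gave 25 and 31 from 4 to 6 h. Without a fold change cutoff splits moved closer to even, to 18327 and 19799 at 0.5 h, 26442 and 26077 at 4 h, 12990 and 10890 from 0.5 to 1 h, 6173 and 4654 from 1 to 1.5 h, 2386 and 723 from 1.5 to 2 h, 3408 and 2379 from 4 to 6 h, and 20768 and 20283 from 6 to 24 h. Without replicate 2 of 1 h the split from 0.5 to 1 h was 1529 and 1213, and without replicate 1 of 4 h that from 4 to 6 h was 84 and 155. Leaving out replicate 2 of 2 h moved the split to 602 and 81 from 1.5 to 2 h (244 and 4), and leaving out replicate 2 of 6 h moved it to 151 and 1065 from 4 to 6 h and to 4104 and 4261 from 6 to 24 h.

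With the replicate number as a block, 46446 regions were called over the time course, 46284 of them also without the block, and no count moved past 1.5 times. Replicate differences correlated between time points at a median of 0.065, from -0.034 to 0.259 over 28 pairs of time points, and 7 of the 28 were above 0.1, so the numbers were not taken to pair samples. The replicate number was not used as a block for the 3 results on peak lists, which come from no fitted model. The filter on low counts removed 0 tested regions, so running without it tests nothing.

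The counts of 12 call patterns stayed within 1.5 times in 217 of 256 alternatives that could move them. Patterns with opposite calls at 2 times, and those of 6 h with the interval after it, moved most with scaling. The share of raised regions furthest from 0 h at 24 h ranged from 31.1% (library sizes alone) to 82.3% (factors from untested regions), and that of lowered regions from 15.4% (factors from untested regions) to 68.6% (library sizes alone). The comparison of regions near transcription starts with distal regions, its 5 alternatives and the values at genes fixed beforehand were not run, since the build of the coordinates is not given in the sources used here. The number of called peaks rose with depth, and how depth affects the counts of changed regions was not tested. The untested regions had a median of 20 to 45 counts per library, against 121 to 265 for tested regions.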

Other observations

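The tests of depth and of immunoprecipitation on the share of counts in untested regions were chosen after that share had been seen. The tests on neighbouring regions were fixed before their results were seen.

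Neighbouring tested regions changed in the same direction at 24 h. Across pairs of regions, which are not independent, the correlation of their log2 changes was 0.741 at gaps below 5 kb (32820 pairs), 0.405 from 5 to 25 kb, 0.207 from 25 to 100 kb (378505 pairs), 0.0588 from 100 to 500 kb and 0.0208 from 500 to 1000 kb. The highest of 100 shuffles of the changes within chromosomes was 0.022 below 5 kb, 0.00894 from 25 to 100 kb and 0.0063 from 100 to 500 kb. The changes at 0.5 h gave 0.659 below 5 kb and 0.145 from 25 to 100 kb.

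Several technical explanations for this pattern were tested. Library noise shared by neighbours would vanish when one region's change is taken from replicate 1 and the other's from replicate 2, and the correlation from 25 to 100 kb was then 0.202, against 0.203 within replicates. One acetylated domain split into several regions would raise the correlation up to the width of a domain, which was not measured, so it stays open. The correlation from 100 to 500 kb was 0.0588, above every shuffle, which would need domains of that width. A trend of change with mean count would be removed by a loess correction, after which the correlation from 25 to 100 kb was 0.209. Regional bias between libraries, such as GC content, stays open. Differences between replicates of one time point had correlations of 0.0213 (0 h) and 0.0478 (24 h) from 25 to 100 kb, below 0.207. They were 0.282 and 0.334 below 5 kb, where the correlation of changes taken across replicates was 0.724, and at 24 h they were 0.0267 beside 0.0588 from 100 to 500 kb and 0.0185 beside 0.0208 from 500 to 1000 kb. A bias that both 24 h libraries share would not show in these values, and base composition was not analysed here. A candidate explanation on the biological side is that stimulation acts on chromosomal neighbourhoods wider than single regions. The correlation beyond 25 kb is small, so each neighbour accounts for little of a region's change.

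Counts in untested regions took a smaller share of the library at 24 h than at any other time, 6.19% ± 0.31 (SD, n = 2) against 8.68% ± 0.488 (SD, n = 2) at 0 h. A difference in depth does not account for it. The deeper replicate had the smaller share in 3 of 8 pairs, and the 2 other libraries with at least as many counts as replicate 1 of 24 h had 8.88% and 9.13%. More efficient immunoprecipitation in the 24 h libraries may account for it. The replicate with the higher median fold enrichment of its peaks had the smaller share in 5 of 8 pairs, which does not decide. A gain of acetylation in called peaks and a cleaner immunoprecipitation cannot be told apart here, because both 24 h libraries share the time point and no outside reference is named in the labels.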
